A study of Mus musculus with 20 samples. Its data were reported in "Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation" (2026).

How the data were processed

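Bulk RNA sequencing was analyzed for CNS-associated macrophages of the cranial dura mater (dCAMs) sorted from Ccr2CreERT2 R26tdT mice. In these mice tamoxifen induces the red fluorescent protein tdTomato (tdT) from the Rosa26 locus in cells that express Ccr2 at that time. Per the labels, macrophages were first depleted with the CSF1R inhibitor BLZ945 at 200 mg per kg for 7 days. Tamoxifen at 2 mg per day was given on the last day of BLZ945 and again 2 and 4 days later. After 8 weeks the mice received bacterial lipopolysaccharide (LPS) at 2.5 mg per kg or PBS (CTL), and the dura was collected after 12 h. From each of 10 mice, dCAMs in the CD45int CD11b+ CD206int-high gate were sorted into a tdT+ and a tdT− library, which gives 20 libraries in 4 groups of 5. The CTL mice are numbered 174, 175, 177, 178 and 179 and the LPS mice 54, 56, 59, 60 and 61. A library is named here by its population, its treatment and the number of its mouse.

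The deposited table holds raw counts per gene, which the authors obtained by aligning reads with STAR and assigning them with featureCounts. All values in the table were whole numbers, and no scaling had been applied. Libraries were made with a low-input PCR-based kit without unique molecular identifiers, so that intervals and floors derived from these counts cover counting error only. The table lists 33243 gene symbols, of which 11198 had no count in any library and 0 began with the mitochondrial prefix mt-. The genome build behind the table was left open by the methods, which name 2 builds. Coordinates and transcript lengths are therefore given from GRCm38 with the GENCODE M21 annotation and serve only to locate a gene. Library totals ranged from 6017650 to 18925908 counts, and a count of 3 or fewer was treated as the floor of a library.

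Groups were taken from the labels. Genes with a total count under 10 over the 20 libraries were removed, which left 16632 genes for testing and 16611 under the filter. Counts were scaled by TMM and fitted jointly over the 20 libraries with the quasi-likelihood pipeline of edgeR 4.0.16 in R 4.3.3, with 1 mean per group and no covariate. The common biological coefficient of variation was 1.13. There were 5 contrasts: LPS against CTL in tdT− dCAMs, LPS against CTL in tdT+ dCAMs, tdT+ against tdT− dCAMs in CTL mice, the same in LPS mice, and the difference between the LPS effects of the populations. A gene passed the threshold with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Log2 fold changes are given with their SE from the fit, and levels are given as CPM (the count of a gene per 1e6 counts of the library, scaled by TMM). Where every library of a group was at or under the floor, the fold is given as a bound against the floor.

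The distance between the tdT+ and tdT− library of a mouse was the Euclidean distance of log2 CPM (prior count 2) over the 500 genes with the largest variance, and LPS mice were compared with CTL mice by a two-sided exact permutation test with 252 permutations. The LPS log2 fold changes of the populations were correlated across genes with a mean log2 CPM of at least 4. That correlation was set against 126 regroupings of the 10 mice, computed after the group means had been removed. Gene lists taken from the study's comparison of subdural CAMs (sdCAMs) and of LPS responses were tested with fry, a directional rotation test in limma 3.58.1, and adjusted over the 7 set tests. The lists hold only the genes that the text of the study names, in part as examples of longer lists, and most members of MHC class II were written out by hand, since the study gives that class as a whole. The design, the thresholds, the lists, the tests and most of the alternatives were chosen before the data were examined.

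Genes are named by rules fixed in advance. These were the members of the lists, the 5 most abundant genes, genes with a library far from its group or with a differing LPS effect, and for each contrast up to 3 genes per direction with the smallest p. The last had to pass the threshold with a mean log2 CPM of at least 4. They also had to be free of overlap between the groups for the LPS contrasts and the difference, or show the same sign in all 5 mice for the contrasts between populations. Genes named outside these rules are said to have been chosen after their values were seen.

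The number of the mouse pairs the tdT+ and tdT− libraries, and the pairing comes from the animal, since both populations were sorted from the same dura. The pairing was checked by correlating, across genes, the deviations of the paired libraries from their group means. This r ranged from −0.00460 to 0.0461 in the CTL mice and from 0.228 to 0.449 in the LPS mice. Mouse was not a term of the model reported here, and the fits with mouse as a replicate block are among the alternatives. Titles of the samples start with F or M. Xist ranged from 17.0 to 209 CPM in the 10 libraries with F and stayed at or under 0.113 CPM in the 10 with M, and the sum of 4 Y-linked genes was at most 0.759 CPM with F and at least 99.1 CPM with M.

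Alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, RLE scaling, scaling by library size, 3 other gene filters, removal of the symbol classes the study left out, a threshold on adjusted p alone, fits on the 10 libraries of a comparison, the letter F or M as a covariate, a replicate block for mouse, thinning of each library to 6017650 counts, and leaving out each mouse in turn. Distances were recomputed with other gene numbers, prior counts, scalings and measures. Set tests were repeated with camera and an estimated correlation, with scaling by library size, with the letter, and with the block. A correction for transcript length, its combination and that of thinning with the replicate block, fits on the 10 libraries of a treatment with mouse as a fixed block, and a distance over genes with a mean log2 CPM of at least 10 were added after the data were seen. Each count was compared with the counts from 80 splits of the samples or swaps of labels, the real one included.

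The pipeline was tested on simulated data of 15966 genes with the group sizes and depths of these libraries. In it 200 genes changed under LPS by a log2 fold change of 2 or 3 in size. Mean and spread of a gene were otherwise the same in every group. It called 103 of the changed genes in tdT+ and 108 in tdT− dCAMs, with 3 and 0 unchanged genes called. In the contrasts without simulated change it called 0 genes in CTL mice, 0 in LPS mice and 1 for the difference in LPS effects. The simulation held no loss of counts in tdT− CTL libraries and no effect of mouse. It therefore cannot tell how many calls such noise would give.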

Results

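RNA of dCAMs that had repopulated the dura after depletion was measured in 10 mice, each with a tdT+ and a tdT− library. The tdT label marks cells whose precursors expressed Ccr2 around the time of repopulation. Total counts averaged 8118211 ± 1091192 in tdT− CTL libraries, 8999263 ± 2208858 in tdT+ CTL, 13732756 ± 1633914 in tdT− LPS and 14485664 ± 2702878 in tdT+ LPS (SD, n = 5 libraries each). Total counts of the tdT− CTL libraries were 6649046 (mouse 174), 8357381 (175), 8610549 (177), 9495177 (178) and 7478901 (179), and those of the tdT+ CTL libraries were 6017650, 8988479, 8500260, 9281725 and 12208203 in the same order of mice. Total counts of the tdT− LPS libraries were 13719267 (mouse 54), 13271992 (56), 16477892 (59), 12177799 (60) and 13016830 (61), and those of the tdT+ LPS libraries were 13600167, 12073566, 14975300, 12853377 and 18925908. Averaged over the libraries of a mouse, LPS mice had 5550473 more counts and 2215 more detected genes than CTL mice (two-sided exact permutation test, p = 0.00794 for each, the smallest that 252 permutations can give). Depth and treatment therefore went together, and the numbers of the LPS and CTL mice came from separate ranges, with 0 mice of either range given the other treatment.

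The groups also differed in how many genes their libraries reached. On average 7828 genes had at least 10 counts in tdT− CTL libraries, 10366 in tdT+ CTL, 11457 in tdT− LPS and 11490 in tdT+ LPS libraries. Among the 5823 genes with a mean log2 CPM of at least 4, the share of gene and library pairs at or under 3 counts was 8.37% in tdT− CTL libraries, 0.398% in tdT+ CTL, 0.0206% in tdT− LPS and 0.0103% in tdT+ LPS libraries. The first principal component of the 500 most variable genes held 59.6% of their variance and the second 10.3%. The most abundant genes were Cd74 with 2.98% of counts, Fth1 with 1.99%, Saa3 with 1.58%, Apoe with 1.43% and Tmsb4x with 1.18%, averaged over the 20 libraries.

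**Figure D1:**
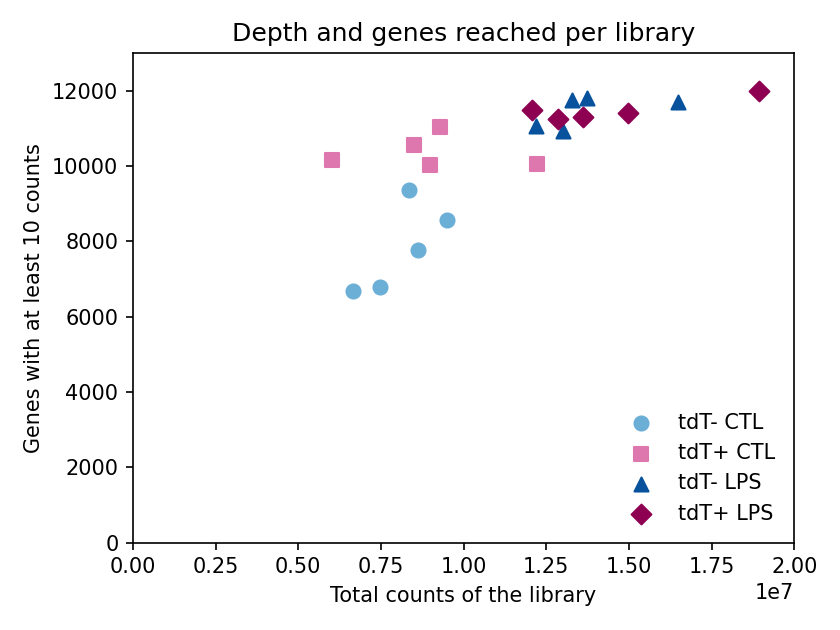
Genes with at least 10 counts (y axis) against total counts (x axis), 1 point per library, for the 4 groups of 5 libraries. The tdT− CTL libraries reach 6671 to 9365 genes, fewer than all other libraries, which reach 10024 to 11987.

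The response to LPS was compared with PBS in each population 12 h after injection. In tdT− dCAMs 1907 genes passed the threshold, 1197 higher and 710 lower under LPS, and for 1377 of them (72.2%) the 5 LPS and 5 CTL libraries did not overlap, where chance gives 0.794% for a gene not chosen by its difference. In tdT+ dCAMs 979 genes passed, 560 higher and 419 lower, and 918 (93.8%) were without overlap. Among genes with a mean log2 CPM of at least 4 the lower genes outnumbered the higher ones, with 335 higher and 497 lower in tdT− and 302 higher and 326 lower in tdT+ dCAMs. The populations shared 681 genes, all with the same direction in both. Counts moved between fits. With mouse as a replicate block, through voom and an estimated correlation, 4523 genes passed in tdT− and 1571 in tdT+ dCAMs. That fit changed both the method and the block. Fits of edgeR on the 10 libraries of each comparison alone gave 881 and 2246, and limma-voom with quality weights gave 3155 in tdT+ dCAMs, the largest move there.

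Among the genes with the smallest p in tdT− dCAMs, Saa3 (chromosome 7, 46711998 to 46715700) rose from 1.25 ± 0.873 to 34915 ± 6594 CPM (SD, n = 5), a log2 fold change of 14.77 ± 0.57 (SE, n = 5 per group, adjusted p = 5.79e-13). Fth1 (chromosome 19, 9980598 to 9985098) rose from 5955 to 33588 CPM (log2 fold change 2.50 ± 0.14, adjusted p = 2.43e-10) and Pla2g7 (chromosome 17, 43568098 to 43612201) from 378 to 2828 CPM (2.90 ± 0.16, adjusted p = 2.67e-10). The genes that fell were Hpgd (chromosome 8, 56294585 to 56321043), from 778 to 6.54 CPM (log2 fold change −6.89 ± 0.35, adjusted p = 5.99e-11), Lyz2 (chromosome 10, 117277331 to 117282321), from 12290 to 2081 CPM (−2.56 ± 0.16, adjusted p = 1.36e-09), and Ctsc (chromosome 7, 88278085 to 88310888), from 3016 to 867 CPM (−1.80 ± 0.11, adjusted p = 1.61e-09). All coordinates are those of GRCm38, and each of these genes is annotated as protein coding.

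In tdT+ dCAMs Saa3 had at most 3 counts in every CTL library and averaged 29409 ± 1552 CPM (SD, n = 5) under LPS, at least 60408-fold higher. Fth1 rose from 5303 to 35850 CPM (log2 fold change 2.76 ± 0.14, SE, n = 5 per group, adjusted p = 5.22e-11) and Pirb (chromosome 7, 3711409 to 3720391) from 159 to 1292 CPM (3.03 ± 0.19, adjusted p = 9.27e-10). Hpgd fell from 811 to 9.35 CPM (log2 fold change −6.43 ± 0.34, adjusted p = 7.53e-11), Ctsc from 4048 to 845 CPM (−2.26 ± 0.12, adjusted p = 5.22e-11) and H2-DMb1 (chromosome 17, 34153072 to 34160230) from 610 to 29.0 CPM (−4.39 ± 0.26, adjusted p = 3.64e-10). Pirb and H2-DMb1 are annotated as protein coding, and the groups did not overlap for any of the 6 genes named.

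The study named examples of genes induced by LPS across its macrophage populations, and 7 of the 8 symbols were tested here. In tdT− dCAMs 5 of them passed the threshold, all higher under LPS, with 6 under an adjusted p of 0.05 adjusted over the list alone and 5 over all genes tested, and Spp1 had the lowest log2 fold change at −0.36. In tdT+ dCAMs 6 passed, all higher, with 7 adjusted over the list alone and 6 over all genes tested. The study chose this list on macrophage libraries that include these, so the first of each pair of counts is not independent evidence. The median log2 fold change of the list was 6.20 in tdT− and 8.89 in tdT+ dCAMs. In the second value Saa3 ranks highest by its fit and also at its bound, so the median is unaffected. Of 8 genes taken for those higher in sdCAMs of hematopoietic stem cell origin (the HSC-like list, with MHC class II genes, Ccr2 and Fxyd5), 8 passed as lower under LPS in tdT− dCAMs and 7 in tdT+ dCAMs, with 8 and 7 both adjusted over the list alone and over all genes tested.

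Similarity of the LPS effects was assessed across genes, which are not independent replicates. Over the 5823 genes with a mean log2 CPM of at least 4, the LPS log2 fold changes of tdT+ and tdT− dCAMs correlated with Pearson r = 0.770 and Spearman rho = 0.688. In 126 regroupings of the mice, with group means removed and both libraries of a mouse kept together, the median r was 0.0440 and the highest 0.106, so 0 of them gave an r as large. Over all 16632 genes tested, r was 0.357.

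The difference between tdT+ and tdT− dCAMs addresses whether the label goes with a difference in the transcriptome. The study describes dCAMs as mostly derived from hematopoietic stem cells and nearly all replaced after depletion. The tdT− dCAMs are therefore not known to differ from tdT+ dCAMs in origin. In CTL mice 712 genes passed the threshold, 500 higher and 212 lower in tdT+ dCAMs, and 441 of them (61.9%) had the same sign in all 5 mice, where chance gives 6.25% for a gene not chosen by its difference. The fit on the 10 CTL libraries alone gave 7 genes, or 3 with mouse as a block in it, and the joint fit without CTL mouse 175 gave 1356. Of the 500 genes higher in tdT+ dCAMs, 435 (87%) were at or under 3 counts in at least 3 of the 5 tdT− CTL libraries, against 59 (27.8%) of the 212 lower genes in tdT+ CTL libraries. Among genes with a mean log2 CPM of at least 4, 52 were higher and 148 lower in tdT+ dCAMs.

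Of the named genes higher in tdT+ dCAMs of CTL mice, Rab3gap1 (chromosome 1, 127868773 to 127943868) averaged 60.9 ± 15.8 CPM against 0.931 ± 1.31 CPM in tdT− dCAMs (SD, n = 5), with a log2 fold change of 6.001 ± 0.69 (SE, n = 5 per group, adjusted p = 4.60e-05). Mocs1 (chromosome 17, 49428362 to 49455435) averaged 16.5 against 0.390 CPM (log2 fold change 5.35 ± 0.78, adjusted p = 0.000327). Both were over 3 counts in only 2 of the 5 tdT− CTL libraries. Pla2g7 averaged 770 against 378 CPM (log2 fold change 1.03 ± 0.15, adjusted p = 0.000464), and did not pass without CTL mouse 174 (0.92) or 177 (0.88). Lower in tdT+ dCAMs were Tmsb10 (chromosome 6, 72957347 to 72958748) with 41.7 against 274 CPM (log2 fold change −2.72 ± 0.32, adjusted p = 5.92e-05), Tnfsf9 (chromosome 17, 57105325 to 57107757) with 58.1 against 573 CPM (−3.30 ± 0.40, adjusted p = 5.98e-05) and S100a6 (chromosome 3, 90612882 to 90624181) with 17.6 against 326 CPM (−4.21 ± 0.51, adjusted p = 5.98e-05). All 6 are annotated as protein coding and had the same sign in 5 of 5 mice.

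In LPS mice 5 genes passed the threshold between tdT+ and tdT− dCAMs, 0 higher and 5 lower in tdT+ dCAMs, each with the same sign in all 5 mice, and 899 genes had an unadjusted p under 0.05. Lsp1 (chromosome 7, 142460809 to 142494867) averaged 15.0 ± 5.97 CPM in tdT+ against 136 ± 36.4 CPM in tdT− dCAMs (SD, n = 5), a log2 fold change of −3.18 ± 0.33 (SE, n = 5 per group, adjusted p = 6.63e-05). Ccr2 (chromosome 9, 124101950 to 124113557) averaged 15.6 against 70.8 CPM (log2 fold change −2.18 ± 0.31, adjusted p = 0.00502) and Tmsb4x (chromosome X, 167207093 to 167209315) 2616 against 5302 CPM (−1.02 ± 0.16, adjusted p = 0.0135). The remaining genes, named after their values were seen, were S100a6 with 7.90 against 52.9 CPM (log2 fold change −2.74, adjusted p = 0.0406) and Crip1 (chromosome 12, 113146316 to 113153879) with 18.4 against 63.7 CPM (−1.79, adjusted p = 0.0406). All 5 are protein coding, and 4 of them also passed the threshold in CTL mice with the same direction, Tmsb4x being the exception with a log2 fold change of −0.91 there. This count was small enough for single mice to change it: 3 genes passed without CTL mouse 177, 2 without LPS mouse 54, 56 or 60, and 1 without LPS mouse 59 or 61. Ccr2 no longer passed without LPS mouse 59 (log2 fold change −2.14) or 61 (−2.09), and Tmsb4x no longer passed when any LPS mouse was left out (−0.95 to −1.10). S100a6 (−2.42 to −2.90) and Crip1 (−1.61 to −1.90) no longer passed when any LPS mouse was left out, nor without CTL mouse 177, 178 or 179. With mouse as a replicate block in the joint fit it was 3. The fit on the 10 LPS libraries alone gave 44, and with mouse as a block in that fit, an alternative chosen after the data were seen, 99 genes passed, 9 higher and 90 lower in tdT+ dCAMs, all 5 genes named here among them.

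**Figure D2:**
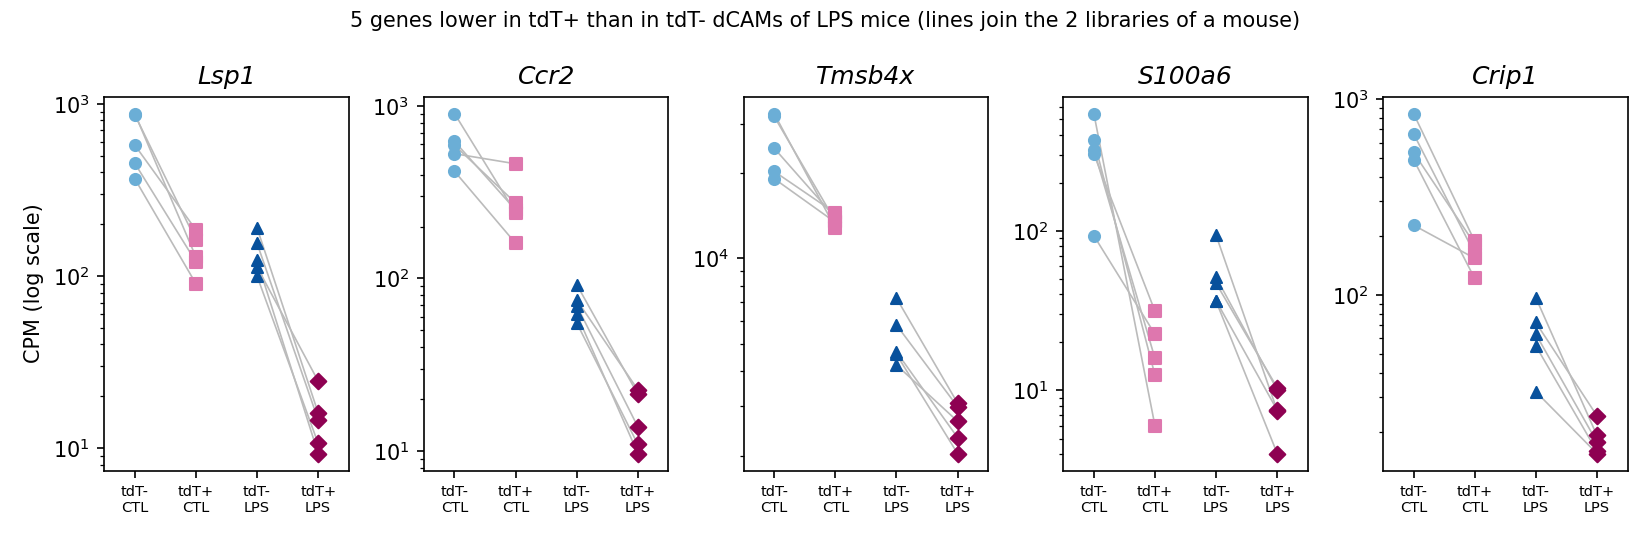
CPM on a log scale (y axis) for Lsp1, Ccr2, Tmsb4x, S100a6 and Crip1 in the 4 groups, with lines that join the tdT− and tdT+ library of a mouse. In all 5 LPS mice each gene is lower in the tdT+ library.

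**Figure D3:**
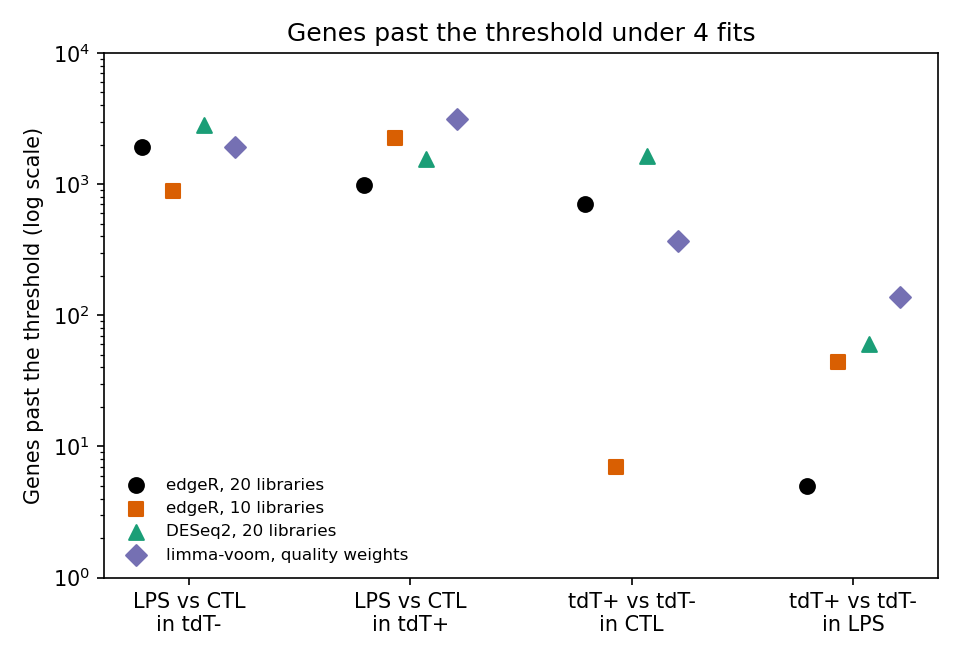
Number of genes past the threshold (y axis, log scale) for 4 comparisons under edgeR on 20 libraries, edgeR on the 10 libraries of the comparison, DESeq2 and limma-voom with quality weights. Between tdT+ and tdT− dCAMs of CTL mice the counts are 712, 7, 1644 and 369, and in LPS mice 5, 44, 60 and 137.

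Whether the LPS effect itself differed between the populations was tested as the difference of the effects, the log2 fold change in tdT+ minus that in tdT− dCAMs. It passed the threshold for 15 genes with a positive and 194 genes with a negative difference, and 204 of these also passed between the populations in CTL mice. Of the 194, 185 were at or under 3 counts in at least 3 tdT− CTL libraries. The sign does not say in which population the response was larger. Positive differences were those for Tnfsf9 (3.09 ± 0.52, SE, n = 5 per group, adjusted p = 0.00341), which fell under LPS in tdT− dCAMs (log2 fold change −2.37) and did not pass in tdT+ dCAMs (0.73), Plac8 (chromosome 5, 100553725 to 100572245, 7.14 ± 1.45, adjusted p = 0.0139) and Samsn1 (chromosome 16, 75858793 to 76022281, 3.23 ± 0.66, adjusted p = 0.0144). Negative were those for Rab3gap1 (−5.89 ± 0.85, adjusted p = 0.000916), Mocs1 (−5.11 ± 0.96, adjusted p = 0.00828) and Osbpl2 (chromosome 2, 180119306 to 180162680, −5.76 ± 1.25, adjusted p = 0.0208). Plac8 was over 3 counts in 1 of the 5 tdT+ CTL libraries, and Rab3gap1, Mocs1 and Osbpl2 were over it in 2 of the 5 tdT− CTL libraries. All 6 are protein coding. Samsn1 (3.14 to 3.30) and Osbpl2 (−5.60 to −5.86) no longer passed when any LPS mouse was left out, and Plac8 no longer passed without LPS mouse 56 (7.09), 59 (7.09), 60 (7.13) or 61 (6.88). The count was 83 with mouse as a replicate block. Leaving out a CTL mouse gave 622 (175), 343 (178) and 335 (179), and leaving out an LPS mouse gave 67 (54), 63 (56), 67 (59), 76 (60) and 62 (61).

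The study described dCAMs as converging under LPS, which the distance between the tdT+ and tdT− library of a mouse addresses. This distance was 100.7 ± 9.57 in CTL mice and 38.8 ± 4.92 in LPS mice (SD, n = 5 mice each), a difference of −61.9 (two-sided exact permutation test, p = 0.00794, the smallest that 252 permutations can give). Distances between mice within a group averaged 101 in tdT− CTL, 68.3 in tdT+ CTL, 38.5 in tdT− LPS and 30.4 in tdT+ LPS libraries (10 pairs of mice each). The tdT+ and tdT− libraries of a CTL mouse thus lay as far apart as the tdT− libraries of different CTL mice. Over the genes with a mean log2 CPM of at least 10, the difference was −3.14 (exact p = 0.0159).

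**Figure D4:**
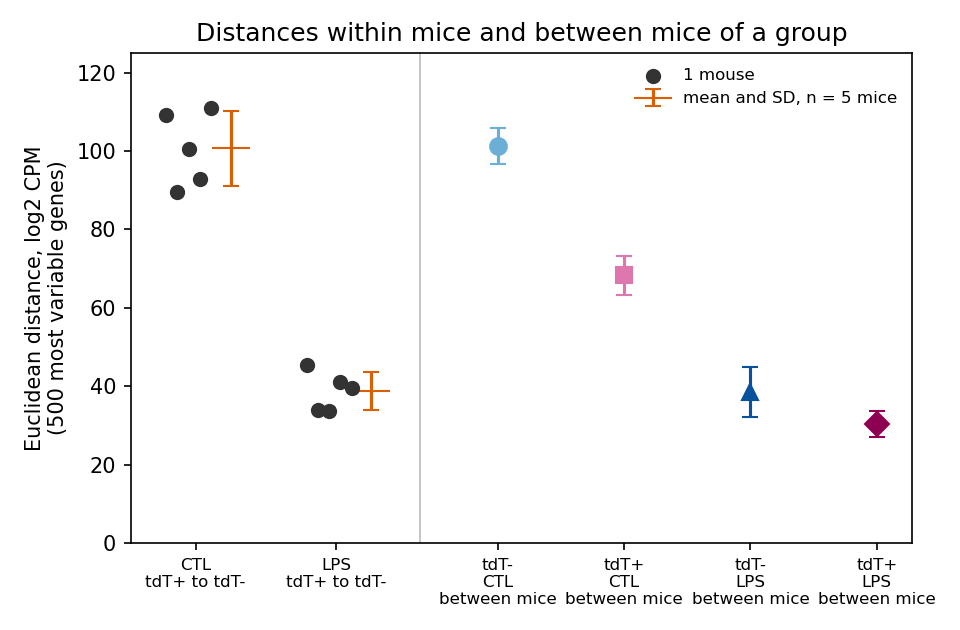
Euclidean distance of log2 CPM over the 500 most variable genes (y axis), for the tdT+ and tdT− library of each mouse (points, with the mean and SD of 5 mice) and between mice within each group (mean and SD of 10 pairs). The CTL mice lie between 89.6 and 111 and the LPS mice between 33.8 and 45.4.

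Lists from the study's comparison of sdCAMs were tested between tdT+ and tdT− dCAMs, with 7 set tests in the family. For the HSC-like and YS-like lists, tdT marked sdCAMs of yolk sac origin in Mrc1CreERT2 mice. Here it marks cells whose precursors expressed Ccr2. If the label parted these origins in the dura, the HSC-like list would be higher in tdT+ dCAMs. The directions found were the opposite, so they do not repeat the study's difference by origin. The HSC-like list was lower in tdT+ dCAMs of CTL mice (fry, adjusted p = 0.00200, median log2 fold change −0.44), with 6 of its 8 genes of the same sign in all 5 mice and 4 genes under 0.05 adjusted over the list alone against 2 over all genes tested. In LPS mice it was lower as well (adjusted p = 0.00200, median −0.36), with 4 of 8 genes of the same sign in all 5 mice and 2 genes adjusted over the list alone against 1 over all genes tested. The list of 4 genes higher in sdCAMs of yolk sac origin (YS-like, with Lyve1, Cd163, Folr2 and C4b) was higher in tdT+ dCAMs of CTL mice (adjusted p = 0.00214, median 1.09), with 3 of 4 genes of the same sign in all 5 mice and 2 genes by either adjustment, that adjusted over the list alone and that over all genes tested. In LPS mice it was also higher (adjusted p = 0.0253, median 0.77), with 3 of 4 genes of the same sign and 0 genes adjusted over the list alone or over all genes tested. The call in LPS mice was lost without LPS mouse 54 (adjusted p = 0.0849), 60 (0.0759) or 61 (0.0968), and in the fit on the 10 LPS libraries with mouse as a block (0.0795), within a range over all alternatives from 0.00933 to 0.0968. Under camera with an estimated correlation, 3 of these 4 calls held, and that of the YS-like list in CTL mice did not (adjusted p = 0.136, the highest of its alternatives).

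Genes that the study named in connection with LPS had an adjusted p over 0.05 as lists between the populations in LPS mice. These lists hold the named examples alone, so the values do not speak for the longer lists behind them. The examples found higher in tdT+ sdCAMs under LPS had an adjusted p of 0.729. Of these, Irf4 was over 3 counts in 1 tdT− and 2 tdT+ libraries of LPS mice and Hdac11 in 2 and 2, so the value rests on Il10ra, with 200 CPM in tdT− and 206 CPM in tdT+ dCAMs, and says little about the list. The examples found higher in tdT− sdCAMs had 0.617 (median log2 fold change −0.13) and the common LPS list 0.617 (median 0.20). In each of these 3 lists 0 genes were under 0.05, adjusted over the list alone or over all genes tested. Of their 3, 9 and 7 tested genes, 0, 4 and 2 had the same sign in all 5 mice.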

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

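The test of the difference in LPS effects among genes of higher level was chosen only after the result was seen.

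The LPS effect differed between tdT+ and tdT− dCAMs for 15 genes with a positive and 194 with a negative difference (the log2 fold change in tdT+ minus that in tdT− dCAMs), by a test of the difference itself. The genes named for it were Tnfsf9 with a difference of 3.09, Plac8 with 7.14, Samsn1 with 3.23, Rab3gap1 with −5.89, Mocs1 with −5.11 and Osbpl2 with −5.76 on the log2 scale. Of 80 swaps of the population labels within mice, the real labels included, 5 gave at least as many genes. The other 4 all kept the labels of the CTL mice and changed only those of LPS mice, with up to 246 genes, whereas swaps that changed a CTL mouse gave at most 34 genes. Swaps that keep the CTL labels make up 6.25% of all swaps. The count was therefore carried by the CTL libraries and could not be tied to the labels of the LPS mice. In the fit of all genes, 20 of these genes had a mean log2 CPM of at least 4, 12 with a positive and 8 with a negative difference. When genes with a mean log2 CPM under 4 were removed before the fit, 2 genes passed (Tnfsf9 and Rab3gap1), and 185 of the 194 genes with a negative difference were at or under 3 counts in at least 3 of the 5 tdT− CTL libraries. Loss of counts in tdT− CTL libraries of low complexity may thus be a source of most of the 194. Such loss would make a difference negative, so it leaves the 15 unexplained. Of the 15, 0 were at or under 3 counts in at least 3 tdT− CTL libraries, and 5 were so in tdT+ CTL libraries. A difference between the populations in the response to LPS stays open for single genes. For Tnfsf9, where no library was near the floor, CPM averaged 573 in tdT− and 58.1 in tdT+ dCAMs of CTL mice and 111 and 96.2 in LPS mice, so the populations differed before LPS and little after it, and the larger change was in tdT− dCAMs.

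Within groups of 5 libraries or mice, 153 sets of values were searched for a value far from the others, judged by its gap to the nearest value as a fraction of the whole range. There were 10 such values, where chance gives 7.65, so as a group they are close to what chance gives. Genes were judged on log2 CPM. In the tdT+ CTL library of mouse 174, the smallest of all libraries, the 5 most abundant genes took 11.01% of counts against at most 8.53% in the other tdT+ CTL libraries (fraction 0.755). In the same library Apoe was highest with 31471 CPM (fraction 0.736) and Ctsc lowest with 3750 CPM (fraction 0.785). Pirb was highest in the tdT+ LPS library of mouse 59 with 1442 CPM (fraction 0.729), and H2-DMb1 was highest in that of mouse 60 with 44.4 CPM (fraction 0.735). All these values leave the directions given for Ctsc, Pirb and H2-DMb1 as they are, since the LPS and CTL libraries did not overlap for them. The cause of these departures was not tested, and no biological explanation was tested.

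Most other such values concern genes with few counts in a group. Rab3gap1 was highest in the tdT− CTL library of mouse 178 with 29 counts (fraction 0.820), against at most 4 in the other tdT− CTL libraries. Mocs1 was lowest in the tdT+ CTL library of mouse 179 with 5 counts (fraction 0.790), against at least 113 in the other tdT+ CTL libraries. Plac8 had 12 counts in the tdT+ CTL library of mouse 178 and 0 in the other 4 (fraction 1). Lyve1 was lowest in the tdT− LPS library of mouse 61 with 5 counts (fraction 0.792) and highest in the tdT+ LPS library of mouse 54 with 101 CPM (fraction 0.838). Both Lyve1 values widen the difference between populations, and without either mouse the YS-like list no longer passed in LPS mice (adjusted p = 0.0849 without LPS mouse 54 and 0.0968 without LPS mouse 61, in a range of 0.00933 to 0.0968 over its alternatives). Chance capture of few molecules was not tested for single libraries, and no biological explanation was tested.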

How the results depend on the processing

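Direction held throughout for the results with a sign. The distance between the populations was smaller in LPS than in CTL mice under every alternative, from −165 over all genes with a mean log2 CPM of at least 4 to −3.14 over those with at least 10 (and −0.597 as 1 minus Spearman rho), with an exact p of at most 0.0159. The correlation of LPS effects stayed between 0.692 and 0.778 when a mouse was left out and was 0.357 over all genes tested, where genes of low level entered. Of the 7 set tests, 5 kept their side of the threshold in every fit. Camera gave 0.136 for the YS-like list in CTL mice, the highest of its alternatives, and leaving out a mouse gave 0.0146 to 0.0968 for the YS-like list in LPS mice, with the threshold missed without LPS mouse 54 (0.0849), 60 (0.0759) or 61 (0.0968). In the fit on 10 libraries with mouse as a block it was 0.0795.

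Counts of genes past the threshold moved more. With DESeq2, 1545 genes passed for LPS in tdT+ dCAMs, 1644 between populations in CTL mice, 60 in LPS mice and 744 for the difference in LPS effects. With limma-voom and quality weights these counts were 3155, 369 and 137, in the same order without the difference. Removing genes with a mean log2 CPM under 4, so that fewer genes were tested, gave 978 for LPS in tdT− dCAMs, 232 in CTL mice, 8 in LPS mice and 2 for the difference, and the lower genes then outnumbered the higher ones for LPS in tdT− dCAMs (339 higher, 639 lower) and in CTL mice (61 higher, 171 lower). Fits on the 10 libraries of a comparison gave 881 and 2246 for LPS in tdT− and tdT+ dCAMs, 7 in CTL mice and 44 in LPS mice, and with mouse as a block in these fits, chosen after the data were seen, 3 and 99. In the last, 0 of the 6 genes named for CTL mice and 5 of the 5 named for LPS mice passed. The cause of these moves was not tested.

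For LPS the replicate block for mouse was fitted through voom with an estimated correlation of 0.0413. There 4523 and 1571 genes passed in tdT− and tdT+ dCAMs. That fit changed the method along with the block, so its counts are not the effect of the block alone. With mouse as a fixed block in edgeR, 540 genes passed in CTL mice (393 of them among the 712), 3 in LPS mice and 83 for the difference. Thinning gave 3 genes in LPS mice, and 3 again together with the block, which also gave 53 for the difference. The length correction with the block gave 2 in LPS mice and 69 for the difference. The letter as a covariate gave 3 in LPS mice. Leaving out each mouse gave 475 to 1356 genes between populations in CTL mice, the highest without CTL mouse 175, and 1 to 6 in LPS mice, with 1 without LPS mouse 59 or 61, 2 without LPS mouse 54, 56 or 60 and 3 without CTL mouse 177. For the difference it gave 62 to 622, with 622, 343 and 335 without CTL mouse 175, 178 and 179, and 62 to 76 when an LPS mouse was left out. The cause was not tested. Under RLE scaling, scaling by library size, the other gene filters, removal of symbol classes and adjusted p alone, each of the 5 counts stayed within 1.5 times its value. Neither scaling shifted the median log2 fold change of the genes with a mean log2 CPM of at least 4 by more than 0.0939 in size.

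For the named genes, 29 pairs of gene and contrast were refitted in 678 combinations with a setting. In 609 the call held, in 69 it was lost and in 0 it reversed, and 13 pairs held in all of theirs. The contrasts in CTL mice are also limited by the tdT− libraries, which reached 6671 to 9365 genes. The tdT+ CTL library of mouse 174, with the smallest total of 6017650 counts, reached 10150 genes. For a gene missing from the tdT− CTL libraries, loss and low expression stay open.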

Other observations

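The tests on genes with a mean log2 CPM of at least 10, on fits by treatment, on genes lower in both treatments, on genes missing from all tdT− CTL libraries, on transcript length, on dendritic cell markers and on the reporter locus were chosen only after the result was seen.

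The tdT+ and tdT− libraries of a mouse lay farther apart in CTL than in LPS mice. Distance between libraries grows with the noise of either, and the tdT− CTL libraries were the least complex. The squared distance per gene between populations of different mice, less the mean squared distance between mice within the populations, was 6.37 in CTL mice (5.30 to 7.76 with a mouse left out) and 1.16 in LPS mice (0.937 to 1.31) over the 500 most variable genes. Of the pairs of these genes with tdT− CTL libraries, 62.5% were at or under 3 counts. Loss of counts lowers the mean log2 CPM and leaves an excess as well, so for these genes noise of the tdT− CTL libraries stays open. Over the 81 genes with a mean log2 CPM of at least 10, where 0 of 405 pairs with tdT− CTL libraries were at the floor and the lowest count was 650, the value was 0.244 (0.212 to 0.307) in CTL and 0.0559 (0.0417 to 0.0677) in LPS mice. With the mean of each library over these genes removed it was 0.243 and 0.0529. For these abundant genes the values argue against such noise as the whole cause. After thinning of every library to 6017650 counts the difference between LPS and CTL mice was −54.9, which argues against depth as the whole cause. What stays open is a smaller difference between the populations under LPS, as a hypothesis that these data may reflect, and the cohort of the mice.

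More genes passed between tdT+ and tdT− dCAMs in CTL than in LPS mice. Of the genes higher in tdT+ dCAMs of CTL mice, 87% were at or under 3 counts in at least 3 tdT− CTL libraries, and 350 of these 435 genes were over 3 counts in all 5 tdT− LPS libraries. The genes higher in tdT+ dCAMs are thus consistent with loss of counts in tdT− CTL libraries. Such loss lowers tdT− values, so it leaves unexplained the 212 genes lower in tdT+ dCAMs, 148 of them with a mean log2 CPM of at least 4. Fitted on the 10 libraries of each treatment, 7 genes passed in CTL mice and 44 in LPS mice, and 3 and 99 with mouse as a block. Fits that share information over all 20 libraries went the other way, with 369 in CTL and 137 in LPS mice for limma-voom with quality weights, 1644 and 60 for DESeq2, and 232 and 8 without genes of low level. Whether an estimate of the spread that noisy and quiet groups share caused the larger count in CTL mice stays open, as does a smaller difference between the populations under LPS. The counts still exceeded those of other splits. Of 80 splits of the 10 CTL libraries, 1, the real split, gave as many genes, and the next gave 268. Among the 16 splits that part all 5 pairs of a mouse the next gave 200. Of 80 splits of the 10 LPS libraries, 1 gave as many genes, and the others gave 0. The other splits mixed tdT+ and tdT− libraries in both groups. Any difference between these, in complexity or in expression, added to the spread and lowered the other counts.

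Some differences between the populations in CTL mice are poorly explained by random loss. Of 58 genes with a mean log2 CPM of at least 4 that were lower in tdT+ dCAMs of LPS mice at an unadjusted p under 0.05, 79.3% were lower in CTL mice, which are other animals, by the mean paired difference of log2 CPM, against 32.2% of the 5765 other genes. Floor values in tdT− libraries pull that measure up, and by mean CPM, which they affect less, the shares were 86.2% and 54.7%. By either measure the excess over the other genes was as large in 1 of 32 exchanges of labels within CTL mice, that of the real labels. The margin was small, with an excess of 31.5 percentage points by mean CPM against at most 29.1 in another exchange. Of 8548 genes, 90 were over 3 counts in all 5 tdT+ CTL libraries and at or under 3 in all 5 tdT− CTL libraries. Permuting which genes of a level were lost, separately in each library, gave 17.1 such genes on average and at most 31 in 1000 permutations. Loss that strikes each library at random may thus account for a part of the missing genes, and lower expression in tdT− dCAMs or a loss that prefers certain transcripts stays open for the rest.

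For LPS against CTL, 1 of 80 splits of the mice, the real one, gave as many genes in tdT− dCAMs and 1 of 80 in tdT+ dCAMs, and the other splits gave at most 3 genes in either population. The other splits mixed LPS and CTL mice in both groups, so a treatment difference added to the spread and few genes could pass. In tdT+ dCAMs thinning every library to 6017650 counts left 949 genes past the threshold, 907 of them among the 979, which argues against the lower depth of CTL libraries as the cause. The effect of LPS and the cohort of the mice cannot be told apart, since 0 mice of either range of numbers received the other treatment.

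Longer transcripts tended to be higher in tdT+ than in tdT− libraries. Over the 2341 genes with a mean log2 CPM of at least 6, the log2 fold change correlated across genes with transcript length at Spearman rho = 0.196 in CTL and 0.205 in LPS mice. The median log2 fold change in CTL mice went from −0.33 for transcripts under 500 nt to 0.39 for those over 5000 nt, and in LPS mice from −0.05 to 0.12, a smaller span. The trend in LPS mice, whose tdT− libraries were as complex as the tdT+ ones, argues against noise of the tdT− CTL libraries as its only cause, and a part of the wider span in CTL mice stays open to it. It was positive in 10 of 10 mice. A difference in RNA quality or library preparation between the gates and a difference between the populations cannot be told apart, since each library holds 1 gate. The trend could also have moved the set tests, but with length removed and mouse as a replicate block the largest adjusted p of the HSC-like and YS-like tests was 0.0309. With the correction alone 695 genes passed between populations in CTL mice and 5 in LPS mice.

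Marker lists of other cell types and of proliferation, written before the test, were compared between tdT+ and tdT− dCAMs with fry, in 20 tests over 10 lists. The dendritic cell list was lower in tdT+ dCAMs in 5 of 5 CTL mice (adjusted p = 0.0188, mean log2 difference −2.53) and 5 of 5 LPS mice (adjusted p = 0.0155, mean log2 difference −2.77). Loss of counts in tdT− CTL libraries would lower tdT− values and leave LPS mice alike, so the values argue against it. Most of the CPM of the list came from different genes in the 2 treatments. Its sum was 1419 CPM in tdT− and 64.3 CPM in tdT+ dCAMs of CTL mice, with Cd209a at 1228 and 44.2 CPM and Ccr7 at 46.3 and 1.18 CPM, and 444 and 27.8 CPM in LPS mice, with Ccr7 at 401 and 7.21 CPM. The Ccr7 mean in tdT− CTL libraries came mostly from mouse 175 with 214 CPM, against at most 10.8 CPM in the other 4, and only 3 of the 5 were over 3 counts. Cd209a differed little in LPS mice, with 26.8 and 17.4 CPM (log2 fold change −0.62, adjusted p = 1) and the lower value in the tdT+ library of 3 of 5 mice. Flt3 averaged lower in tdT+ dCAMs in both treatments. In the edgeR fit, Flt3 (adjusted p = 0.0885 in CTL and 0.913 in LPS mice) passed in neither treatment. Ccr7 (0.0714 and 0.913) passed in neither as well. Cd209a passed in CTL mice (adjusted p = 0.00129). In CTL mice Flt3 averaged 86.8 CPM in tdT− and 2.41 CPM in tdT+ dCAMs. The tdT+ library had the lower value in 4 of 5 CTL mice, and the tdT− CTL libraries ranged from 1.02 to 348 CPM. In tdT− dCAMs of LPS mice Flt3 averaged 8.44 CPM, at least 34.1-fold higher than in tdT+ dCAMs, where no library exceeded 3 counts. Xcr1 was at most 0.0163 CPM and Clec9a at most 0.623 CPM in any group mean. A share of dendritic cells in the tdT− gate stays open as a candidate explanation, since Cd209a, the 1 of the 5 genes tested with a mean log2 CPM of at least 4 over the dCAM libraries, did not follow the others in LPS mice, and expression of these genes by tdT− dCAMs was not tested.

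Among the other lists, monocyte markers were lower in tdT+ dCAMs of CTL mice (adjusted p = 0.00223, mean log2 difference −2.99, 5 of 5 mice), although F13a1 in that list was higher (3083 against 1348 CPM), and did not pass in LPS mice (0.224). T and NK cell markers were higher in tdT+ dCAMs of CTL mice (adjusted p = 0.0317, mean log2 difference 1.23, 5 of 5 mice), with sums of 4.11 against 0.143 CPM, and did not pass in LPS mice (0.749). Each of the 5 genes tested in this list was at or under 3 counts in every tdT− CTL library. Loss of counts there would give the same direction, so this list cannot tell such loss from a difference between the populations. The others did not pass: neutrophil markers had an adjusted p of 0.485 in CTL and 0.545 in LPS mice, B cell markers 0.545 and 0.987, fibroblast markers 0.549 and 0.749, endothelial markers 0.224 and 0.545, mast cell markers 0.224 and 0.485, erythroid markers 0.545 and 0.728, and proliferation genes 0.172 and 0.224. Some of these lists still had unequal sums in CTL mice. Fibroblast markers summed to 1250 CPM in tdT− and 225 CPM in tdT+ dCAMs, and erythroid markers to 240 and 8.11 CPM. Proliferation genes summed to 221 and 25.8 CPM, and mast cell markers went the other way with 7.12 and 32.2 CPM. These lists were higher in the tdT+ library of 2, 2, 1 and 4 of 5 mice, in that order. A mean log2 CPM of at least 4 was reached by 2 of 8 neutrophil and 2 of 4 B cell markers tested. It was also reached by 4 of 6 fibroblast and 2 of 6 monocyte markers. It was reached by 0 genes of each other list except that of dendritic cells.

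The transcript of the reporter locus, Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077333, annotated as antisense), was chosen after its values were seen. It averaged 34.1 CPM in tdT+ and 10.3 CPM in tdT− dCAMs of CTL mice (log2 fold change 1.72, adjusted p = 0.0834) and 16.5 and 2.39 CPM in LPS mice (2.78, adjusted p = 0.172), so it failed the threshold in both. It was higher in the tdT+ library in 10 of 10 mice, which argues against an exchange of the tdT+ and tdT− libraries of any mouse.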
